A study of Danio rerio with 6 samples. Its data were reported in "Tanshinone I, a new EZH2 inhibitor restricts normal and malignant hematopoiesis through upregulation of MMP9 and ABCG2" (2021).

How the data were processed

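RNA was extracted from 72 hpf (hours post-fertilization) Tg(c-myb^hyper:GFP) zebrafish embryos that had been kept from 30 hpf in 60 µM Tan I, a diterpene from Salvia miltiorrhiza, or in its solvent DMSO. There were 3 libraries per group. The groups and replicate numbers were taken from the sample titles. How many embryos went into each library was not stated.

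The study's methods describe paired-end Illumina reads aligned to GRCz11 with STAR, removal of reads that mapped to more than 1 place, counting per gene with featureCounts, and testing with DESeq2, without tool versions. Whether the counting used the strand was not stated, so antisense and overlapping genes were treated as uncertain. Because only uniquely mapping reads were kept, near-identical copies such as globin, hox, crystallin and glutathione transferase genes can lose or exchange reads, and their values are uncertain. The deposited signal values are read counts per gene that the authors divided by 1 size factor per library, with the mean of the 6 libraries beside them. The authors also deposited a log2 fold change with its standard error, a test score, a p-value and an adjusted p-value per gene. The deposited p-value column, adjusted by Benjamini-Hochberg over the 21317 rows, gave the deposited adjusted p-value, and each row had one. The lowest mean in the table was 7.54, so weaker genes were not analysed here. Gene symbols were those of the table. Of its gene IDs, 20509 (96.2%) were matched in a separate table of zebrafish gene names. In all, 485 rows carried a symbol found on more than 1 row, and gene lists used every such row. No genome of the build used by the authors was used here, so no coordinates are given.

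In each library, every value was a whole multiple of 1 step, the value of 1 read. Dividing by that step gave whole reads for 100% of values in all 6 libraries. The recovered reads summed to between 15874701 and 24932190 per library over the rows of the table, which is not the full depth of a library. A floor of 3 reads was used for fold changes: where all libraries of a group lay at or under it, the fold change was computed against the floor and is a lower bound. Such floors cover counting error only, since reads without molecular identifiers are not independent molecules.

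The choices for the tests, the gene lists, the rule for naming genes and most alternatives were made before the data were examined. Values were transformed as log2(value + 1), which understates the change of weak genes. Genes with a mean of at least 10 over the 6 libraries were tested (20836 genes, with 481 left out). Tan I was compared with DMSO, without covariates, with limma (version 3.58.1, lmFit and eBayes with a mean-variance trend) in R 4.3.3, and genes with a Benjamini-Hochberg adjusted p under 0.05 were called. All tests were 2-sided unless stated. The thresholds stated by the study, p at most 0.05 and an absolute log2 fold change of at least 0.25, were applied to the same fit. The study tested counts with DESeq2. As the deposited values are normalized, DESeq2 (version 1.42.0) and edgeR (version 4.0.16, quasi-likelihood test with TMM) were run on the recovered reads as alternatives.

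A total of 20 gene lists were tested with camera (preset correlation between genes of 0.01), each against all other tested genes, with Benjamini-Hochberg adjustment over the lists. Lists needed at least 5 tested genes. The lists covered hematopoietic stem and progenitor cells (HSPC), granulocytes, macrophages, erythroid cells, endothelium, PRC2, developmental transcription factors, hox genes, targets of the aryl hydrocarbon receptor (AhR), targets of Nrf2, p53 targets, apoptosis, inflammation, proliferation, exocrine pancreas, photoreceptors, lens, liver, skeletal muscle, and the genes that the study found changed in both zebrafish and NB4 cells. The last list was chosen by the study on these libraries and is not independent evidence. Genes also held by another list numbered 4 for AhR, 6 for Nrf2, 4 for p53, 4 for granulocytes, 5 for inflammation, 6 for apoptosis and 13 for the study's list. fry and camera with an estimated correlation were alternatives.

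The genes mmp9, abcg2d, ezh2, myb, lyz, mpx, hbae1.1 and cyp1a were always named. The others were the 10 largest rises and 10 largest falls among called genes whose 3 Tan I values all lay on one side of all 3 DMSO values, and up to 3 genes with the smallest p in each direction of each list. Genes named outside this rule are marked as chosen after their values were seen.

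The alternatives were pseudocounts of 0.1 and 10, no filter on the mean, a mean of at least 100, upper-quartile scaling, quantile normalization, limma without the trend, limma with sample quality weights, both count tests, the replicate number as a block, and leaving out each library in turn. Thinning the recovered reads of all libraries to the smallest library total was added after the depths were seen.

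The tests were tried on simulated data before use. Reads were drawn for the real genes from their means, dispersions and library sizes, with 200 genes changed in each of 5 rounds. With gene-wise dispersions, limma recovered 76.8% of the changed genes among a median of 20720 tested, and 90.7% of those changed at least 2-fold. All recovered genes had the right sign. Of the calls, 9.13% were false for limma, 10.05% for edgeR and 9.35% for DESeq2, all above the nominal rate. With dispersions taken from the mean-dispersion trend, 3.67% of the calls of limma were false. The rate of false calls therefore depends on how unequal the dispersions of genes are, and the counts of called genes carry that uncertainty. camera gave an unadjusted p under 0.05 for 5 of 5 simulated lists of 30 genes shifted by 0.3 on the log2 scale and for 0 of 100 unshifted lists. It did so for 31 of 1000 random lists of 30 real genes. The adjustment over lists was not part of this trial. Simulated genes are independent within a list, and real lists are not.

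Plots were drawn with matplotlib 3.10.9 in Python 3.11.15.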

Results

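To learn which genes respond to Tan I in the c-myb^hyper fish, a zebrafish model with expanded myelopoiesis, RNA from embryos at 72 hpf was sequenced after exposure to 60 µM Tan I or DMSO from 30 hpf, with 3 libraries in each group. The recovered reads numbered 16959503, 15874701 and 16919067 in DMSO replicates 1 to 3, and 24932190, 20451593 and 21504533 in Tan I replicates 1 to 3. The mean was 16584424 ± 614970 for DMSO and 22296105 ± 2342835 for Tan I (SD, n = 3), so each Tan I library was deeper than each DMSO library. The 10 most abundant genes took between 6.33% and 7.26% of the reads of a library. Libraries of a group differed by more than sampling noise, with a chi-square per gene between 3.82 and 14.6, where sampling noise alone gives about 1. Across genes, the correlation of log2 values was 0.987 to 0.990 within groups and 0.982 to 0.988 between groups, and genes are not independent replicates. The first principal component held 37.2% of the variance and separated the groups, with Tan I replicate 3 at 9.75, nearer to the DMSO libraries than Tan I replicates 1 and 2, which lay at 26.7 and 24.8. The labels gave no sequencing batch.

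Tan I changed 536 of the 20836 tested genes at a limma adjusted p under 0.05. Of these, 431 were higher and 105 were lower, and 80.4% of the called genes were thus higher. A change of more than 2-fold was found for 118 genes, 110 higher and 8 lower. For 534 of the called genes the values of the groups did not overlap. Among all tested genes, 4397 (21.1%) did not overlap between groups, against 10% by chance. Without the mean-variance trend, the count was 165. Leaving out DMSO replicate 2 gave 214 genes, and leaving out Tan I replicate 1 or 2 gave 329 or 258. DESeq2 on the recovered reads called 653 genes, of which 526 were among the 536, and edgeR called 561. In the authors' deposited table, 621 genes had an adjusted p under 0.05, and 514 of the 536 were among them.

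**Figure D1:**
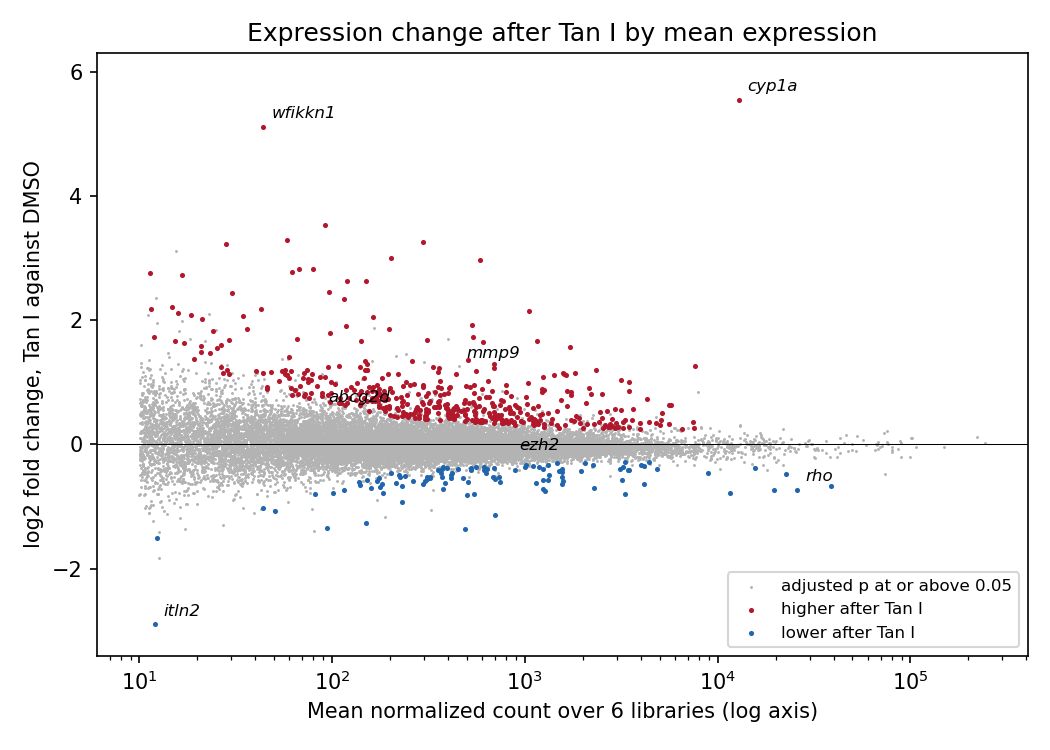
Each point is 1 of the 20836 tested genes, with the mean normalized count over 6 libraries (log axis) against the log2 fold change of Tan I against DMSO. Colored points are the 431 genes that were higher and the 105 that were lower at an adjusted p under 0.05, and cyp1a lies highest at 5.55.

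In the main limma fit, the largest rise was that of cyp1a (ENSDARG00000098315), a cytochrome P450 gene. Its normalized read count was 566 ± 252 in DMSO and 25130 ± 4129 in Tan I (SD, n = 3), a log2 fold change of 5.55 ± 0.22 (SE) with a limma adjusted p of 3.19e-08. The gene wfikkn1 (ENSDARG00000101364) had at most 2 reads in each DMSO library and a normalized count of 86.0 ± 11.7 in Tan I (SD, n = 3), which is at least 24.7-fold higher. The AhR repressor gene ahrrb (ENSDARG00000052618) rose by 3.53 ± 0.23 (SE) on the log2 scale (limma adjusted p 2.05e-06), and the P450 gene cyp1c2 (ENSDARG00000101789) by 2.97 ± 0.11 (SE, limma adjusted p 1.98e-08). The other 6 of the 10 largest rises were those of jac1, cyp2k18, si:dkey-21e2.7, FP017215.1, hbbe3 and arf4b, with log2 fold changes between 2.82 and 3.30. Of the 10 rises, 9 were called under every alternative in which the gene was tested. The exception was si:dkey-21e2.7, with an adjusted p of 0.0686 without the trend and a range of 4.20e-08 to 0.0686 over its alternatives.

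Among the falls, itln2 (ENSDARG00000036084) went from a normalized count of 21.8 ± 4.54 in DMSO to 2.39 ± 2.04 in Tan I (SD, n = 3). Its log2 fold change was -2.90 ± 0.50 (SE, limma adjusted p 0.00679), at no more than 5 reads in a Tan I library. The gene epd (ENSDARG00000103498) fell from 698 ± 45.2 to 275 ± 62.2 (SD, n = 3), a log2 fold change of -1.36 ± 0.14 (SE, limma adjusted p 9.81e-05), and ttr (ENSDARG00000037191), which encodes transthyretin, from 136 ± 17.2 to 52.3 ± 3.26 (SD, n = 3), with a log2 fold change of -1.35 ± 0.16 (SE) and a limma adjusted p of 0.000426. The others were tnfsf14, hbae5, elnb, BX927260.1, si:dkey-94f20.4, s100a11 and si:ch211-113d11.5, with log2 fold changes between -1.50 and -0.81. Of the 10 falls, 3 (itln2, epd and ttr) were called under every alternative in which the gene was tested. The call of tnfsf14, with an adjusted p of 0.0490, was the least stable of them, with a range of 0.0176 to 0.205.

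The thresholds that the study used to define differentially expressed genes, p at most 0.05 and an absolute log2 fold change of at least 0.25, were met by 2348 genes in the limma fit, 1527 higher and 821 lower. With an adjusted p of at most 0.05 and the same fold change the count was 534. Among the tested genes, 3182 had an unadjusted p under 0.05, and about 1042 would if no gene changed. Restricting the test to genes with a mean of at least 100 moved the count most, to 1618. In the authors' deposited table, 1882 genes passed these thresholds with the unadjusted p-value, 1262 higher and 620 lower, and 614 with the adjusted p-value.

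The study followed mmp9 and abcg2d, orthologs of a matrix metalloproteinase and an efflux transporter gene, as genes raised by Tan I. The normalized count of mmp9 (ENSDARG00000042816) was 254, 169 and 199 in the DMSO libraries and 470, 1449 and 175 in Tan I replicates 1 to 3. The mean was 207 ± 43.4 in DMSO and 698 ± 667 in Tan I (SD, n = 3), and Tan I replicate 3 lay within the range of DMSO. The log2 fold change of 1.26 ± 0.51 (SE) had a limma adjusted p of 0.258. It was 0.48 without Tan I replicate 2 (adjusted p 0.582) and 2.01 without Tan I replicate 3 (adjusted p 0.00187), and these 2 p-values are also the range over all alternatives. For abcg2d (ENSDARG00000016818) the count was 69.7 ± 8.19 in DMSO and 102.8 ± 11.9 in Tan I (SD, n = 3), higher in 3 of 3 Tan I libraries than in any DMSO library. Its log2 fold change was 0.55 ± 0.17 (SE) with a limma adjusted p of 0.117. With sample quality weights the adjusted p was 0.0284, in a range of 0.0284 to 0.385 over the alternatives. In the authors' deposited table the adjusted p-value was 0.357 for mmp9 and 0.225 for abcg2d. With the unadjusted DESeq2 p-value, 0.0316 and 0.0133, both passed the study's thresholds there, at log2 fold changes of 1.75 and 0.557. The study also measured less H3K27me3 at both genes in zebrafish by ChIP-qPCR. It further reported that their knockdown partly restored the c-myb GFP positive cells.

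As Tan I was studied as an inhibitor of EZH2, the methyltransferase of PRC2, RNA of the complex was compared. The normalized count of ezh2 (ENSDARG00000010571) was 913 ± 167 in DMSO and 776 ± 65.0 in Tan I (SD, n = 3). Its log2 fold change of -0.22 ± 0.12 (SE) was not past the threshold (limma adjusted p 0.407), and no alternative put it past. Of the 17 tested genes of the PRC2 list 0 were called, also when adjusted over the list alone, and 5 had an unadjusted p under 0.05. Among these 5 was kdm6bb (log2 fold change -0.14, unadjusted limma p 0.0347), a demethylase gene and not part of the complex. The list was not tested without kdm6bb. As a list, 15 of the 17 were lower, with a median log2 fold change of -0.14 (camera adjusted p 0.00165).

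Genes of blood cells were compared next. The normalized count of myb (ENSDARG00000053666) was 1612 ± 57.1 in DMSO and 1646 ± 118.7 in Tan I (SD, n = 3). The log2 fold change of 0.028 ± 0.072 (SE) was within the spread of the replicates (limma adjusted p 0.893). The table does not separate reads of the transgene. The granulocyte gene lyz (ENSDARG00000057789) had 136 ± 35.3 in DMSO and 182 ± 34.3 in Tan I (SD, n = 3), with a log2 fold change of 0.43 ± 0.19 (SE) and a limma adjusted p of 0.290. For mpx (ENSDARG00000019521) the counts were 538 ± 16.5 and 719 ± 132 (SD, n = 3), a log2 fold change of 0.40 ± 0.12 (SE) with a limma adjusted p of 0.102. DESeq2 on the recovered reads put mpx past the threshold (adjusted p 0.0369), as did limma with sample quality weights (adjusted p 0.0481) and without Tan I replicate 3 (adjusted p 0.00424), and the range over its alternatives was 0.00424 to 0.314. In the authors' deposited table its adjusted p-value was 0.0414. The erythroid gene hbae1.1 (ENSDARG00000088330) had 168 ± 39.8 in DMSO and 121 ± 5.15 in Tan I (SD, n = 3), with a log2 fold change of -0.44 ± 0.17 (SE) and a limma adjusted p of 0.236. Its adjusted p was 0.0354 without DMSO replicate 1, in a range of 0.0354 to 0.600. The more abundant hbae1.3 (ENSDARG00000089124) fell from 1776 ± 93.4 in DMSO to 1347 ± 62.6 in Tan I (SD, n = 3). Its log2 fold change of -0.40 ± 0.07 (SE) had a limma adjusted p of 0.00771. Its symbol was found on more than 1 row, and alternatives were not run for it.

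**Figure D2:**
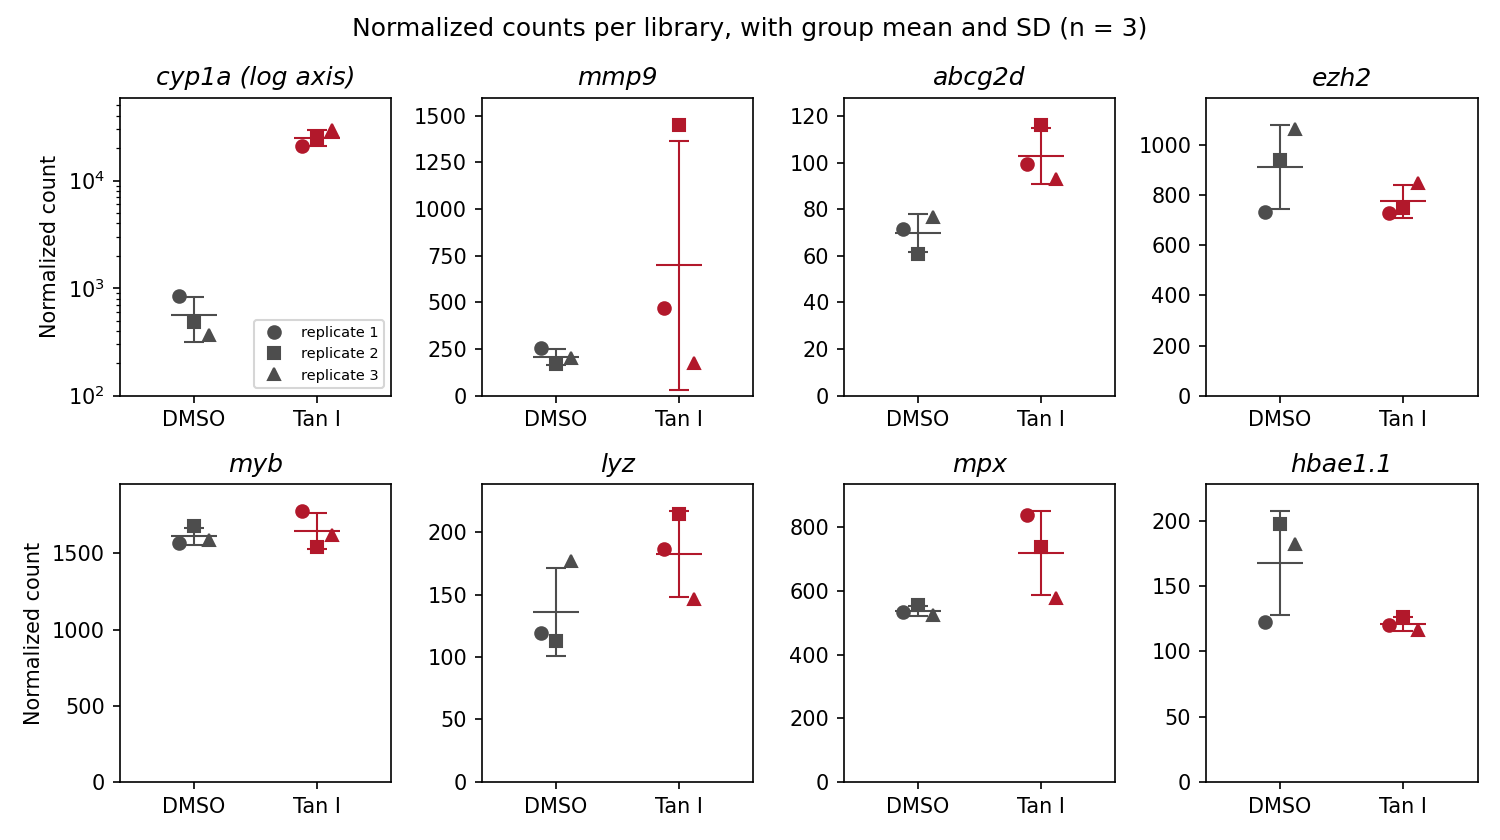
Normalized counts of the 8 genes named in advance in each library (symbols mark replicates 1 to 3), with the mean and SD of each group of 3. The axis of cyp1a is logarithmic and the others start at 0. The Tan I values of mmp9 run from 175 to 1449, while those of cyp1a all lie above DMSO.

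Of the 20 gene lists, camera called 12, with 9 higher and 3 lower, at an adjusted p under 0.05. fry called 6 of them (AhR, Nrf2, the genes shared by the study's species, photoreceptors, granulocytes and PRC2), and camera with an estimated correlation called 2 (AhR and Nrf2). All 14 AhR genes were higher, with a median log2 fold change of 1.41 (camera adjusted p 5.25e-35, fry adjusted p 0.00048). The median was the same with wfikkn1 at its bound. Of these, 12 were called over all genes tested and 13 when adjusted over the list alone. Of the 37 Nrf2 genes, 34 were higher, with a median of 0.47 (camera adjusted p 2.19e-33). Of these, 18 were called over all genes tested and 29 when adjusted over the list alone. Among them were gstp1 (log2 fold change 1.26), gstp2 (1.74) and ugdh (1.12). Glutathione transferase copies may share reads. The list of genes shared by the study's species had a median of 0.40 (camera adjusted p 1.54e-15), with 15 of 38 called and 38 when adjusted over the list alone, which is not independent evidence. In the authors' deposited table all 38 passed the study's thresholds, and 18 had an adjusted p-value of at most 0.05.

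Photoreceptor genes were lower in 32 of 44 cases, with a median log2 fold change of -0.21 (camera adjusted p 5.61e-09). Of these, 19 were called over all genes tested, 4 higher and 15 lower, and 27 when adjusted over the list alone. The rod opsin gene rho (ENSDARG00000002193) fell from 32195 ± 1759 to 19421 ± 581 (SD, n = 3), a log2 fold change of -0.73 ± 0.07 (SE; limma adjusted p 8.54e-05). The cone genes pde6c and cngb3.1 rose by 0.50 and 1.01 on the log2 scale. Granulocyte genes were higher in 20 of 22 cases, with a median of 0.23 (camera adjusted p 4.19e-05). Of them 1, il6r, was called over all genes tested, and 3 when adjusted over the list alone.

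Inflammation genes (median log2 fold change 0.61, camera adjusted p 1.66e-10) had a median of 0.33 without Tan I replicate 2 and 0.99 without Tan I replicate 3, and the camera call held in each fit that left out 1 library, with an adjusted p of at most 1.13e-05. Of the 34 genes, 1 was called over all genes tested and 14 when adjusted over the list alone. The other lists called by camera and not by fry were p53 targets (0.17), hox genes (0.14), apoptosis (0.13) and endothelium (0.11), all higher by their median, and proliferation (-0.063), which was lower. Of the hox genes, 47 of the 104 listed were tested, 0 were called, and 4 had an unadjusted p under 0.05. Their median was 0.073 without Tan I replicate 1, where the call was lost (camera adjusted p 0.117). The median of the proliferation genes was -0.028 without Tan I replicate 2, and that of the endothelial genes 0.061 without Tan I replicate 1, where these calls were lost as well (camera adjusted p 0.104 and 0.139). When adjusted over the list alone, the counts were 0 for p53, hox and proliferation genes, 2 for apoptosis and 1 for endothelium.

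The remaining 8 lists were not called by camera. Their median log2 fold changes and adjusted p were 0.022 and 0.424 for HSPC, -0.027 and 0.597 for macrophages, -0.13 and 0.107 for erythroid cells, 0.019 and 0.295 for developmental transcription factors, -0.046 and 0.0931 for exocrine pancreas, 0.0066 and 0.285 for liver, -0.013 and 0.777 for skeletal muscle, and -0.028 and 0.777 for lens. Adjusted over the list alone, 1, 3, 8, 0, 4, 9, 0 and 0 genes were called in the same order. The medians of HSPC, macrophage, exocrine pancreas, liver, skeletal muscle and lens genes changed sign when single libraries were left out, and that of the lens list ran from -0.18 without Tan I replicate 1 to 0.25 without Tan I replicate 3. Erythroid genes moved both ways, with 6 of 29 called, 3 higher and 3 lower. Near-identical globin copies can exchange reads, so hbbe3, hbbe2, hbae5 and hbae1.3 are uncertain.

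**Figure D3:**
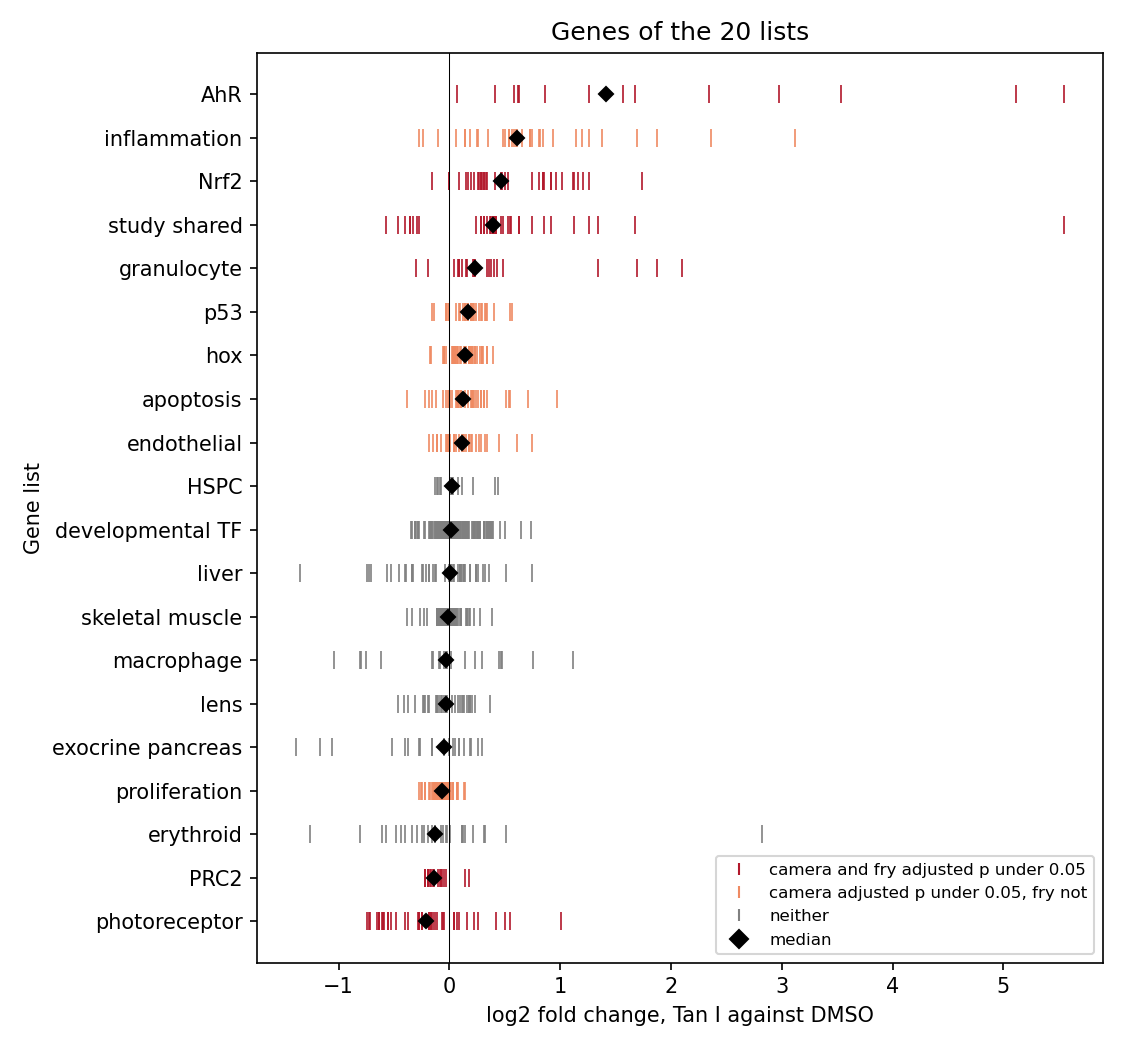
Log2 fold change of Tan I against DMSO for each tested gene (ticks) of the 20 lists, with list medians as diamonds, ordered by median and colored by whether camera and fry gave an adjusted p under 0.05. The AhR list lies highest with a median of 1.41, and the photoreceptor list lowest with -0.21.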

Values the study reported

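The study reported 1882 differentially expressed genes in c-myb^hyper embryos after Tan I, and 376 in NB4 cells, at a p value of at most 0.05 and an absolute log2 fold change of at least 0.25. It described mmp9 and abcg2 as raised, and found fewer c-myb and lyz positive cells with little effect on erythrocytes. In c-myb^hyper embryos its in situ hybridization showed less c-myb and lyz RNA.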

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

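The number of called genes moved more than the direction of single genes. The 536 genes (431 higher, 105 lower) became 165 (147 higher, 18 lower) without the mean-variance trend and 984 (743 higher, 241 lower) with sample quality weights. With the study's fold change added, the 534 genes became 165 and 955. The cause was not tested. Between 508 and 561 genes were called with the other pseudocounts, no filter, both scalings and edgeR, 429 with a mean of at least 100 (15067 genes tested), 653 with DESeq2, and 505 after thinning, which was chosen after seeing the data. Of those 505, 474 were among the 536. No scaling moved the median of all genes by more than 0.1 on the log2 scale. Across the 6 fits that each left out 1 library, the counts ran from 214 (without DMSO replicate 2) to 700 (without Tan I replicate 3), with 185 to 548 higher and 29 to 152 lower, and 214 to 700 with the fold change added. Fewer libraries give less power, but leaving out Tan I replicate 3, the library nearest to DMSO, raised the count.

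With the replicate block, 1093 genes were called (774 higher, 319 lower; 1018 with the fold change added), all of the 536 among them. Of the named genes outside the 536 for which alternatives were run, mpx (adjusted p 0.0164), timp2b (0.0283) and mpeg1.2 (0.0356) passed the threshold there. The deviations of same-numbered libraries from their group means correlated at 0.081, -0.029 and 0.21 across genes, and the main test was kept without the block. These correlations do not exclude pairing. On the second principal component (21.3% of the variance), DMSO replicates 1 to 3 lay at 26.6, 2.39 and -21.2. Tan I replicates 1 to 3 lay in the same order, at 7.52, 2.32 and -17.6. Variation shared by same-numbered libraries therefore stays open.

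The count at the study's unadjusted thresholds stayed between 1618 and 2913. The log2 fold change of mmp9 ran from 0.48 to 2.01 across the fits that left out 1 library. That of abcg2d was 0.67 with sample quality weights, where it passed the threshold. It was not tested at a mean of at least 100. For ezh2 and the other genes of the PRC2 list, 0 were called in each alternative.

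Of the 20 lists, 12 were called by camera, but 6 by fry and 2 with an estimated correlation. With the estimated correlation the adjusted p was 0.0921 for granulocytes, 0.409 for hox and 0.0908 for PRC2. The hox list had 0.255 by fry, 0.0558 with quality weights, and 8.64e-06 to 0.117 when 1 library was left out. The erythroid list passed the threshold with quality weights (0.0188) and ran from 0.01 to 0.356 when 1 library was left out. The macrophage list passed it at a mean of at least 100, as higher by camera (0.0046). Camera also put the macrophage list higher in the full fit, where its median was -0.027. The causes were not tested. The AhR, Nrf2 and HSPC lists kept their side of the threshold in each alternative.

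Single-gene alternatives were run for some of the genes that the naming rule covers, not for all. Among the genes with alternatives, the direction reversed for 1, myb. By camera it reversed for 4 lists, with medians of -0.046 to 0.0066 in the full fit. The medians of the HSPC and macrophage lists also changed sign, while their direction by camera did not. The log2 fold change of myb was -0.024 with quality weights and -0.028 to 0.073 when 1 library was left out. By camera it reversed for exocrine pancreas with quality weights (adjusted p 0.815), for skeletal muscle under quantile normalization (0.244) and quality weights (0.887), and for lens at a mean of at least 100 (0.901) and under quantile normalization (0.951). When 1 library was left out, the adjusted p, in either direction, ran from 4.94e-05 to 0.947 for exocrine pancreas, 0.000805 to 0.961 for liver, 0.0251 to 0.775 for skeletal muscle and 2.73e-06 to 0.729 for lens. The causes were not tested. For the 36 named genes with alternatives, other than mmp9, abcg2d and ezh2, 416 values came from alternatives that kept all libraries. Of these 416 values, 14 were weaker and 8 stronger. Of the 213 values with 1 library left out, 16 were weaker and 5 stronger. For the 12 lists other than AhR, Nrf2, HSPC, granulocyte, macrophage, erythroid, hox and PRC2, 12 of the 168 values from alternatives that kept all libraries were weaker and 2 stronger, and of the 72 with 1 library left out 2 were weaker and 6 stronger. The stronger ones were those of exocrine pancreas, liver and lens.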

Other observations

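The tests of neighbouring genes, of the wound list and of the developmental transcription factors were chosen before their results were seen; all others below were chosen after. GC content and gene length were not tested.

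Of the 10 splits of the 6 libraries into groups of 3, 1, the real one, gave as many as 536 called genes; the other 9 gave 0 or 1, with 296 to 2075 genes at an unadjusted p under 0.05. At the study's unadjusted thresholds, 1 of the 10 splits gave as many as 2348 genes, but the other 9 still gave 260 to 1439, with a median of 429. As many as 12 lists were called by camera in 4 of the 10 splits, and the other 9 splits called 5 to 14 lists. With 10 splits the share can never be under 0.1, so chance cannot be excluded this way. Each of the other 9 splits puts 2 libraries of one group with 1 of the other, so part of any Tan I difference remains in them and their counts are not those of no effect. If linked haplotypes that differ between embryo pools made the calls, called genes would lie side by side on chromosomes. Of the tested genes, 18005 (86.4%) were placed in order by symbol on the assembly GRCz12tu. There were 16 neighbouring pairs of called genes, near copies aside, against 5 to 18 in 95% of 10000 shuffles (one-sided permutation p 0.104), and 6.91% of the placed called genes were in such pairs. Haplotypes cannot be told apart from Tan I this way, since the number of pairs they would give is not known.

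The AhR and Nrf2 targets, which the study did not follow, had the lowest camera p of the 20 lists. By median the AhR list was highest, but the inflammation list (0.61) lay above Nrf2 (0.47). Without Tan I replicate 2 the order of the inflammation and Nrf2 lists reversed, with medians of 0.33 and 0.39. The Tan I libraries were deeper, but the median of the AhR list was 1.41 after thinning to one depth. It was 1.44 under quantile normalization, so neither depth nor scaling accounts for the rise of the AhR list. The mean score of the list over DMSO was 1.92, 1.96 and 1.94 in Tan I replicates 1 to 3. A direct AhR response to Tan I is a candidate explanation, with 14 of 14 genes higher; no test here separates it from an indirect one.

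The rise of mmp9 rested on Tan I replicate 2, and to a lesser degree 1, while cyp1a rose from replicate 1 to 3. Other genes named after their values were seen had the same profile: the normalized count of timp2b was 546, 1375 and 465 in Tan I replicates 1 to 3, and that of il11a 8.55, 53.4 and 5.16. A list of 35 wound genes outside the 20 lists, 33 of them tested, had a median log2 difference of 0.25 between Tan I replicate 2 and the mean of replicates 1 and 3, with 26 higher, and this lay at percentile 100 of 10000 random lists matched on expression. Random lists do not keep the correlation between genes and the comparison rests on 1 library, so a wound or inflammation response there stays open and is not shown. The tables argue against more leukocytes in that library as the whole source, since mmp9 was higher there by 2.33 on the log2 scale. The leukocyte genes compared were 41 granulocyte and macrophage genes outside the inflammation list. Of these 41, 2 were higher by at least 1.17, scpp8 (4.08) and mpeg1.2 (1.89), both singled out after their values were seen. The granulocyte gene mmp13a, left out because the inflammation list holds it too, was also higher in that library, as more leukocytes could bring about. Its normalized count was 192, 531 and 92.1 in Tan I replicates 1 to 3. The 20 of the 41 genes with a mean count of at least 100 differed by -0.22 to 0.55. A smaller rise in leukocytes stays open: the score of granulocyte genes in no other list was 0.51 in that library against 0.17 and 0.19 in the other 2, and without scpp8 it was 0.24 against 0.16 and 0.13. A stronger exposure to Tan I in that library cannot be told apart, since the AhR and Nrf2 genes differed by a median of 0.0517 between Tan I replicates 2 and 3 but may be saturated. Whether Tan I or handling of the embryos set that library apart was not tested.

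The granulocyte genes were not lower, although the study saw fewer lyz positive cells. By in situ hybridization in c-myb^hyper fish, the study also saw less c-myb and lyz RNA. In these libraries lyz and myb were not lower, with log2 fold changes of 0.43 and 0.028, neither past the threshold. Of the 17 granulocyte genes in no other list, 15 were higher, with a median of 0.216 and library scores of 0.17, 0.51 and 0.19 in Tan I replicates 1 to 3 against at most 0.048 in DMSO, which argues against fewer granulocytes at unchanged RNA per cell. Without Tan I replicate 2 the median was 0.155, so that library is not the whole source. More RNA per cell may account for a difference from cell counts, but not from the weaker in situ stain of lyz. These genes being used by other cells of the embryo is another candidate, and neither was tested.

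Rod genes were lower in 13 of 13 cases, with a median of -0.63, while 18 cone genes moved both ways with a median of -0.055. The rod and cone genes were divided after the photoreceptor values were seen. The rod median was -0.616 after thinning and -0.612 under quantile normalization, so neither depth nor scaling accounts for it. In each Tan I library the cone score lay above the rod score, by at least 0.579 on the log2 scale, which argues against a delay of rods and cones alike. A later start of rods, or loss of rods, may account for it, and neither was tested.

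The hox list was higher by camera, as loss of H3K27me3 could bring about. fry, which keeps the correlation between genes, gave an adjusted p of 0.255, so correlated genes may account for the call. Of the developmental transcription factors, the 75 with the lowest mean had a median of 0.054, at percentile 92 of matched random lists, which leaves a general loss of repression open. Genes silent in all libraries would show it best, and weak genes were not analysed here.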
